A study of Mus musculus with 6 samples. Its data were reported in "GPR174 signals via Gαs to control a CD86-containing gene expression program in B cells" (2022).

How the data were processed

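RNA from follicular B cells sorted from the spleens of male mice was sequenced after 1 h of culture without stimulation. The cells came from WT mice (Gpr174+/Y) and from GPR174-deficient mice (KO), in which a tdTomato reporter takes the place of the coding exon of Gpr174, an X-linked gene for a G protein-coupled receptor. The groups held 3 WT and 3 KO libraries, and each library was put in its group by its title. Per the study's methods, the authors made the libraries with a kit that primes at the 3′ ends of transcripts, aligned single-end reads to the mm10 mouse genome with STAR and counted reads per gene with HTSeq. Versions, the annotation and the use of strand in counting were not stated. The deposited values are raw read counts per gene, as whole numbers with no normalization, and no library was pooled with another. The table held 12431 genes, and its smallest total over the 6 libraries was 10 counts, so genes with lower totals were not analysed here. No row lacked a gene name. Of its sample columns, 0 were left unused.

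Total counts ranged from 8452460 to 10944833 per library. The libraries carry no molecular identifiers, so reads are not independent molecules. Replicates were compared before use by a chi-square statistic per degree of freedom over genes with at least 20 counts in a pair. It ranged from 6.89 to 10.9 over the 6 pairs within groups, far above the value of 1 for copies of one library, and all libraries were kept.

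Genes were filtered with filterByExpr in edgeR (version 4.0.16, R 4.3.3), which left 10514 genes. Library sizes were scaled by TMM factors. WT and KO were compared with edgeR's quasi-likelihood F test with robust dispersions, and the Benjamini-Hochberg adjusted p threshold was 0.05. Tests were two-sided. Log2 fold changes are WT over KO, and their standard errors were taken as the absolute log2 fold change divided by the square root of F. Values per library are CPM, counts divided by the TMM-scaled library size. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes, and their scores were compared by an exact permutation test over the 10 splits of the libraries. The smallest p that 3 against 3 libraries allow is 0.1. The share of calls higher in WT carries an exact (Clopper-Pearson) 95% binomial interval. That interval and the bootstrap intervals on medians of gene lists treat genes as independent and do not cover the spread between mice.

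Gene sets were tested with camera in limma (version 3.58.1) on log2 CPM with a preset inter-gene correlation of 0.01, adjusted over 10 sets. Of these, 6 were gene names from complete lists that the study gave for other libraries: genes higher and lower in WT at 0 h and at 4 h against GPR174-deficient cells, and at 4 h against Gαs-deficient cells (Gαs, encoded by Gnas, is the G protein subunit that raises cAMP). The other 4 were written from general knowledge: cholesterol synthesis, early targets of the cAMP-responsive factor CREB, NF-κB feedback genes and MHC class II. Gpr174 and Gnas were left out of all sets. Median log2 fold changes given beside camera results were taken on the same log2 CPM. A further 12 lists formed a family of their own: AP-1 members, inhibitory ITIM receptors, markers of erythroid, follicular B, myeloid, marginal zone B, NK, plasma and T cells, heat shock genes, Y-linked genes and X-linked neighbours of Gpr174. Overlaps of calls with the 4 h lists were tested by Fisher's exact test against all tested genes.

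The genes named in the text were Gpr174, lists of genes drawn from the study's text on 1 h and 4 h (members of the families it names for 1 h were taken from its text on 4 h), and, in each direction, the 8 genes with the largest absolute log2 fold change among those with an adjusted p under the threshold, a mean of at least 20 counts and no overlap between WT and KO values. Of the genes that met the rule, 1 is not reported here. Members of a list are named where that list is reported. Groups, tests, lists and this rule were fixed before the data were examined. Gene positions are from the GENCODE annotation of mm10.

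Alternatives were DESeq2 (version 1.42.0, the study's tool), limma-voom, RLE or upper-quartile factors, library totals alone, no filter or a mean of at least 50 counts, omission of the 50 most abundant genes, the replicate number as a block, omission of each library in turn, an adjusted p threshold of 0.01, and an absolute log2 fold change above 1. For gene sets, fry, camera with an estimated correlation and camera on ranks were added. For principal components, all genes, 2000 genes and a prior count of 0.5 were added. Ordinary dispersions and offsets for GC content (last 500 bases of each gene's longest transcript, known for 90.6% of tested genes) were chosen after seeing the data. The tests were checked on simulated counts for 10514 genes with the means, dispersions and library sizes of these data, of which 200 genes were changed. The changed genes had a mean of at least 20 counts, so the shares recovered hold for such genes only. The edgeR test recovered 53% of genes changed 1.5-fold, with 7.02% false calls, and 81% of genes changed 2-fold, with 2.99% false calls.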

Results

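To ask which genes differ between WT and GPR174-deficient B cells early in culture, RNA sequencing was examined in sorted follicular B cells cultured for 1 h. There were 3 libraries per genotype. Total counts were 10876607, 8452460 and 8872330 in WT replicates 1 to 3, and 10944833, 9232685 and 10181137 in KO replicates 1 to 3. Of 12431 genes in the count table, 10514 passed the filter on low counts.

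The targeted gene was examined first. Gpr174 (chromosome X, 107255878 to 107296769, mm10) was still counted in KO cells. Its level was 127.6 CPM ± 7.43 (SD, n = 3) in WT and 99.95 CPM ± 0.21 (SD, n = 3) in KO, so that KO cells held 78.3% of the WT level. The log2 fold change was 0.35 ± 0.09 (SE), with an edgeR adjusted p of 0.0359. This call was lost in 5 of the 6 fits that each left out one library, where the adjusted p ranged from 0.041 to 0.168, and it was kept without WT replicate 2. The coding sequence lies in a single exon at 107292584 to 107293591, and the annotated 3′ untranslated region that follows is 1716 to 3178 bases long. The deposited counts do not say where in the gene the reads lie, and Gpr174 counts therefore gave no check of the genotype labels. An annotated gene on the opposite strand, Gm9208, overlaps Gpr174.

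WT and KO B cells differed in 191 genes at an edgeR adjusted p under 0.05. Of these, 137 were higher and 54 lower in WT, so 71.7% of calls were higher in WT (exact 95% interval 64.8% to 78%). DESeq2, which gave an adjusted p for 8093 genes, called 252 genes, 173 higher and 79 lower. Both tests called 187 genes, and the other 4 edgeR calls had no adjusted p under DESeq2. At an unadjusted p under 0.05 there were 1248 genes, where chance gives 525.7, and these were split more evenly, with 683 higher and 565 lower in WT. The count was moved most by requiring an absolute log2 fold change above 1, which left 29 genes, 26 higher and 3 lower. Leaving out KO replicate 3 gave 91 genes, and leaving out KO replicate 2 gave 113. Changes were mostly modest, with a median log2 fold change of 0.54 among genes higher in WT and -0.46 among genes lower in WT. The groups did not overlap in 190 of the 191 genes. They did not overlap in 16.7% of all tested genes, where chance gives 10%.

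**Figure D1:**
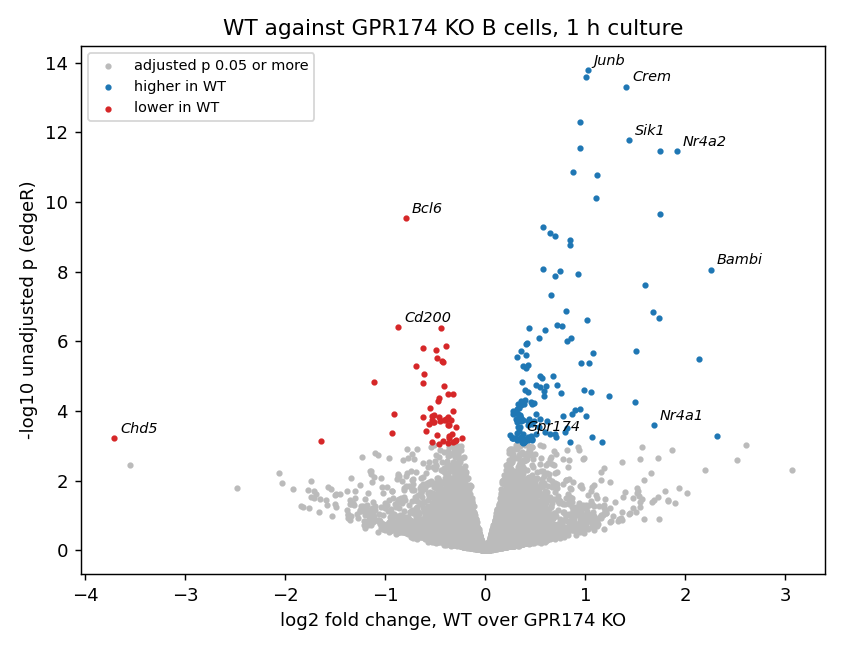
Each point is 1 of 10514 tested genes, with the log2 fold change of WT over GPR174 KO on the x axis and the negative log10 of the unadjusted edgeR p on the y axis. Blue points are the 137 genes called higher in WT and red points the 54 called lower.

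Among genes higher in WT, the largest changes that met the naming rule and are reported here were in Cish, Bambi, Ier5l, Nr4a2, B3gnt7, Plk2 and Nr4a1, with log2 fold changes from 2.32 for Cish to 1.69 for Nr4a1. Nr4a2 (chromosome 2, 57106830 to 57124003) rose from 65.53 CPM ± 11.8 (SD, n = 3) in KO to 247.0 CPM ± 30.4 (SD, n = 3) in WT, a log2 fold change of 1.92 ± 0.12 (SE) with an edgeR adjusted p of 4.49e-09. Plk2 had a log2 fold change of 1.75 ± 0.14 and an edgeR adjusted p of 4.49e-09. Bambi had a log2 fold change of 2.25 ± 0.27 and an edgeR adjusted p of 4.59e-06. Nr4a1 was the most abundant of these, at 2174 CPM ± 478 (SD, n = 3) in WT and 674.6 CPM ± 71.8 (SD, n = 3) in KO, and its edgeR adjusted p was 0.0198. Its adjusted p was 6.86e-14 under DESeq2, 8.08e-10 under limma-voom and 2.12e-09 with ordinary dispersions. The edgeR call was lost without KO replicate 1 (0.0634) and without KO replicate 2 (0.134). Cish rested on few reads, at 4.39 CPM in WT and 0.88 CPM in KO, and its call was lost in 5 of the 6 fits that left out one library.

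Among genes lower in WT, the naming rule gave Hspa1b, Gm15408, Tnf, Slamf1, Cd200, Bcl6, Gm11346 and Gadd45g, with log2 fold changes from -1.65 for Hspa1b to -0.63 for Gadd45g. Bcl6 (chromosome 16, 23965052 to 23988852) was at 177.8 CPM ± 13.9 (SD, n = 3) in WT and 307.8 CPM ± 25.4 (SD, n = 3) in KO, a log2 fold change of -0.79 ± 0.08 (SE) with an edgeR adjusted p of 2.33e-07. Cd200 had a log2 fold change of -0.87 ± 0.13 and an edgeR adjusted p of 0.000127. Hspa1b, at 2.0 CPM in WT, shares near-identical sequence with Hspa1a, which did not differ (log2 fold change -0.42, adjusted p 0.834), so its value is uncertain. Gm15408 and Gm11346 overlap genes on the opposite strand (Gm15411 and Ripor2), and their counts are uncertain because the use of strand was not stated. The same limit applies to Cish, B3gnt7, Bcl6, Junb, Crem, Gpr171, Pde4d, Cables1, Cd22, Ciita, Jun, Jund, Dusp1, Ppp1r15a, Rrad, Hspa1a, Hmgcs1, Il1b, Chd5, Grap and Kctd12, which each overlap an annotated gene on the opposite strand. On the same strand, Ltb, Cd74, Pde4d, Dusp1, Cables1, Myadm and Kctd12 each overlap another annotated gene, so their counts are uncertain too. The calls for Hspa1b and Tnf were each lost in 5 of the 6 fits that left out one library, and that for Slamf1 in 2.

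A list of genes drawn from the study's text on 1 h was then examined. It held Pde4b, Crem, Cd86 and Ccr7, named there singly, and members of the Nr4a and AP-1 families, which the text on 1 h names as families and which were taken from its text on 4 h. The list rests in part on the same libraries and is not independent evidence. Of the 9, 8 were called higher in WT, both over all genes tested and adjusted over the list alone, and the median log2 fold change was 1.03. Junb was at 865.9 CPM ± 43 in WT against 425.2 CPM ± 28.4 in KO (SD, n = 3), with a log2 fold change of 1.03 ± 0.07 (SE) and an edgeR adjusted p of 1.33e-10. Crem had a log2 fold change of 1.41, Fosl2 of 1.60, Cd86 of 0.61, Pde4b of 0.58 and Ccr7 of 0.28. The Ccr7 call was lost without KO replicate 1 (edgeR adjusted p 0.121) and without KO replicate 3 (0.0648). Nr4a3 was not called, with a log2 fold change of 0.80 ± 0.46 and an edgeR adjusted p of 0.521. Without KO replicate 1, 6 of the 9 genes were called.

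**Figure D2:**
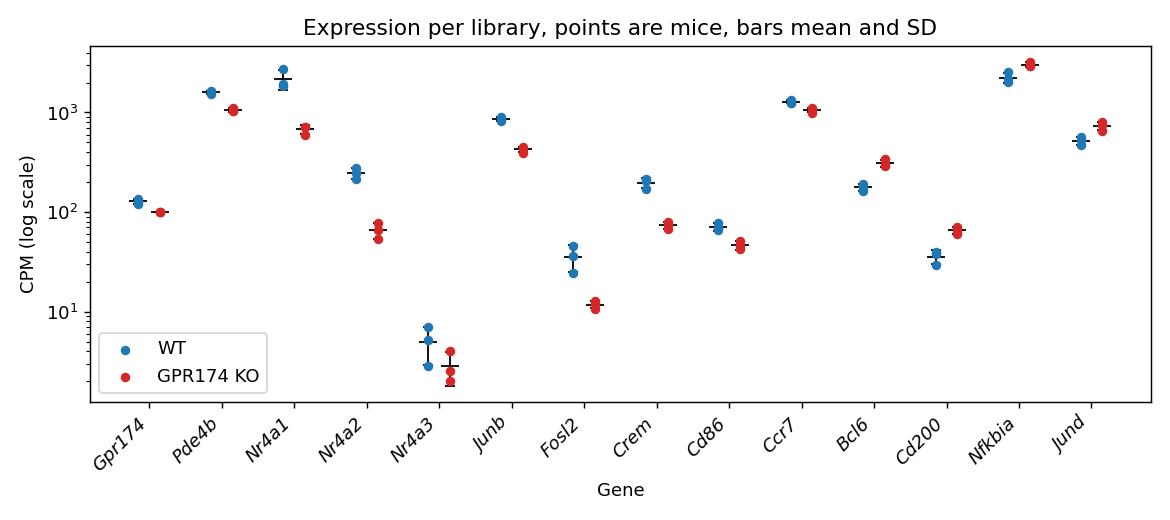
Expression in CPM (log scale, y axis) of Gpr174, the 9 genes of the 1 h list and 4 genes lower in WT, with each point 1 library (3 WT in blue, 3 GPR174 KO in red) and bars giving mean and SD. For Gpr174 the KO libraries lie at 78.3% of the WT level, and the WT and KO points overlap for Nr4a3.

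To ask how much of the program seen at 4 h was present at 1 h, genes named in the study's text from separate 4 h libraries were examined. Of 16 genes named as higher in WT, 14 were called higher at 1 h, also when adjusted over the list alone, with a median log2 fold change of 0.72. All 9 genes of the 1 h list are among these 16. Besides those 9, the log2 fold change was 1.12 for Ier2, 0.74 for Gpr132, 0.69 for Pde4d, 0.57 for P2ry10, 0.46 for Pde3b and 0.40 for Gpr171, and each was called. Across fits that left out one library, the Pde4d and Pde3b calls were each lost in 5 of 6 and the Gpr171 call in 2. Pde3b also lost its call under limma-voom (adjusted p 0.0613) and upper-quartile factors (0.0508). Nr4a3 and Cables1 were not called. Without KO replicate 1, 9 of the 16 were called. Of 5 genes named as lower in WT at 4 h, 1 was called lower over all genes tested (Cd200), and 4 when adjusted over the list alone. Fcer2a, Btla and Cd22 had log2 fold changes of -0.27, -0.21 and -0.18, with edgeR adjusted p values of 0.0526, 0.166 and 0.32. Ciita was slightly higher in WT, with a log2 fold change of 0.23 and an edgeR adjusted p of 0.352. Adjusted over the list alone its p was 0.0309, so it passed the threshold there in the opposite direction to the other 4 genes.

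Complete lists of genes that differed at 4 h were tested as sets. Genes higher in WT than in GPR174-deficient cells at 4 h were also higher at 1 h, in 249 of 320 tested genes, with a median log2 fold change of 0.17 and a camera adjusted p of 3.5e-19. Genes higher in WT than in Gαs-deficient cells at 4 h were higher at 1 h in 80.6% of 144, with a median of 0.23 and a camera adjusted p of 3.05e-20. Genes lower in WT at 4 h were lower at 1 h in 234 of 351 for GPR174 (median -0.07, camera adjusted p 0.000808) and in 76.1% of 134 for Gαs (median -0.11, camera adjusted p 1.37e-06). The calls on all 4 of these sets held under fry. With an estimated correlation, the GPR174 set of lower genes had a camera adjusted p of 0.05 and was no longer called. The other 3 were called, with much larger camera adjusted p values than under the preset correlation. These were 0.000502 for the GPR174 set of higher genes, 0.00543 for the Gαs set of higher genes and 0.0132 for the Gαs set of lower genes. Of 136 genes called higher at 1 h other than Gpr174, 74 were in the 4 h GPR174 list, where 4.14 are expected (Fisher's exact adjusted p 5.22e-77). Of 54 genes called lower, 18 were in the corresponding 4 h list, where 1.8 are expected (Fisher's exact adjusted p 1.12e-13). Of the genes called higher, 60 were in neither 4 h list of higher genes, and of those called lower, 33 were in neither 4 h list of lower genes. Per the study's methods, the GPR174 4 h libraries were made with a different kit from the 1 h and Gαs 4 h libraries. Differences from the GPR174 4 h lists therefore cannot be put down to time in culture alone.

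**Figure D3:**
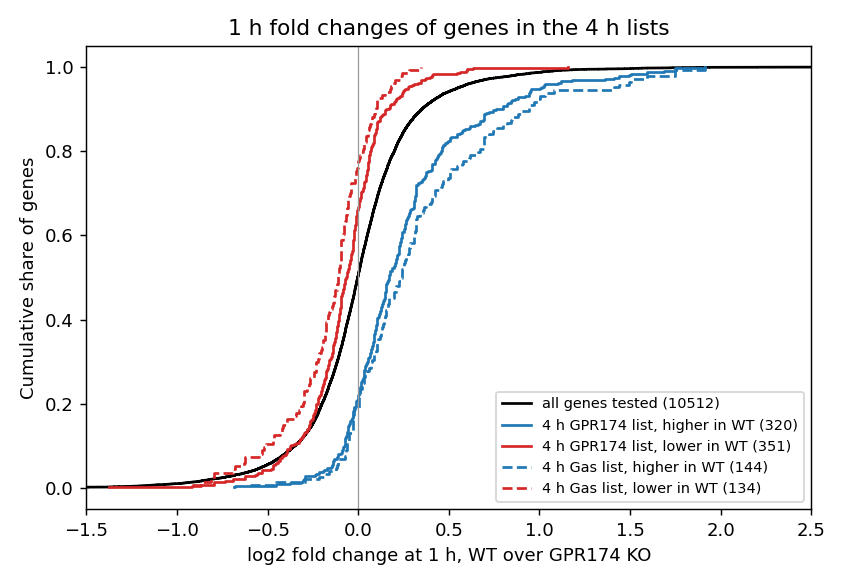
Cumulative share of genes (y axis) by their log2 fold change at 1 h, WT over GPR174 KO (x axis), for all tested genes in black and for the 4 h lists in colour, with the number of genes in parentheses. The blue curves, genes higher in WT at 4 h, lie to the right of the black curve, and the red curves cross 0 to its left.

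The 0 h lists did not differ between WT and KO cells, as sets, with camera adjusted p values of 0.674 for both directions. Within the list of genes higher in WT at 0 h, 4 of 43 genes were called, 3 lower in WT (Grap, Klf2 and Myadm) and 1 higher (Kctd12), named after their values were seen. Across fits that left out one library, the Klf2 call was lost in 5 of 6 and the Myadm call in 4. Within the list of genes lower in WT at 0 h, 0 of 28 were called. The CREB list was higher in WT, in 21 of 26 tested genes, with a median log2 fold change of 0.67 and a camera adjusted p of 3.18e-17, and this call held under fry (0.000852) and an estimated correlation (0.0253). Of these 26 genes, 15 were called higher, among them Sik1, Rgs2, Dusp1, Btg2, Ppp1r15a and Rrad, with log2 fold changes of 1.44, 0.88, 0.76, 0.65, 0.57 and 1.02. However, 9 of the 26 are genes named in the study's text and 16 are in a complete 4 h list of higher genes. Of the 15 called higher, only 1 was in none of these lists, so this result is not separate from those on the 4 h lists. The remaining sets were not called. Cholesterol genes had a median of -0.06 (camera adjusted p 0.349), MHC class II genes of -0.09 (0.27) and NF-κB feedback genes of -0.05 (0.101). MHC class II genes passed the threshold under fry alone, at 0.0492. NF-κB feedback genes passed it without WT replicate 2, at 0.00662. Within the NF-κB list, 5 of 28 genes were called lower in WT and 0 higher: Nfkbia, Tnf, Ltb, Irf4 and Cd69. The Cd69 call was lost in 4 of the 6 fits that left out one library and the Ltb and Irf4 calls in 2 each. Within the MHC class II list, Cd74 was called lower, with a log2 fold change of -0.30, and this call was lost in 4 of those 6 fits and with GC content offsets (edgeR adjusted p 0.167).

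None of the 12 further lists reached an adjusted p under 0.05. Median log2 fold changes and camera adjusted p values were -0.08 and 0.45 for AP-1 members, -0.10 and 0.396 for ITIM receptors, -0.15 and 0.292 for heat shock genes, -0.08 and 0.806 for Y-linked genes, and -0.14 and 0.974 for 3 tested X-linked neighbours of Gpr174. Among cell markers they were 0.25 and 0.204 for myeloid, 0.47 and 0.213 for NK, 0.14 and 0.213 for plasma, 0.18 and 0.326 for T, -0.05 and 0.213 for follicular B, 0.09 and 0.292 for marginal zone B, and -0.55 and 0.396 for erythroid markers. At an unadjusted p under 0.05, 1 list was past the threshold, the myeloid markers at 0.017. For AP-1 members and the X-linked neighbours, the direction given by camera was higher in WT although the median was negative. Of the 3 neighbours, 1 was called higher in WT. AP-1 members moved in opposite directions. Fos, Fosl2 and Junb were higher in WT, with log2 fold changes of 1.68, 1.60 and 1.03. Jun and Jund were lower, with log2 fold changes of -0.46 and -0.49 and edgeR adjusted p values of 0.0162 and 0.000432. The Jun call was lost in 4 of the 6 fits that left out one library, where its edgeR adjusted p reached 0.127, and the Jund call in none. Each direction was kept under RLE factors, upper-quartile factors and library totals alone. The median log2 fold change of all genes was -0.000, -0.012 and -0.010 under these, against -0.003 in the main comparison. Shifts this small could not have reversed a direction, so these scalings did not test it.

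The first principal component held 40% of the variance and mainly set WT replicate 2, at a score of 32.5, apart from the other libraries, which lay between -8.18 and -4.33. All WT scores were above all KO scores, and the exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. This ordering was lost with no filter on low counts, where the exact permutation p was 0.6. Without KO replicates 1, 2 and 3 in turn the p was 0.6, 0.5 and 0.7, which cannot tell whether the ordering held. In such unequal groups, splits that put WT replicate 2 in the smaller group can outdo the real split. The second component held 18.1%, with WT scores of -16.2, 1.91 and -7.27 and KO scores of 3.29, 2.71 and 15.6, and an exact permutation p of 0.1. Without WT replicate 2, the first component held 30.9%.

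**Figure D4:**
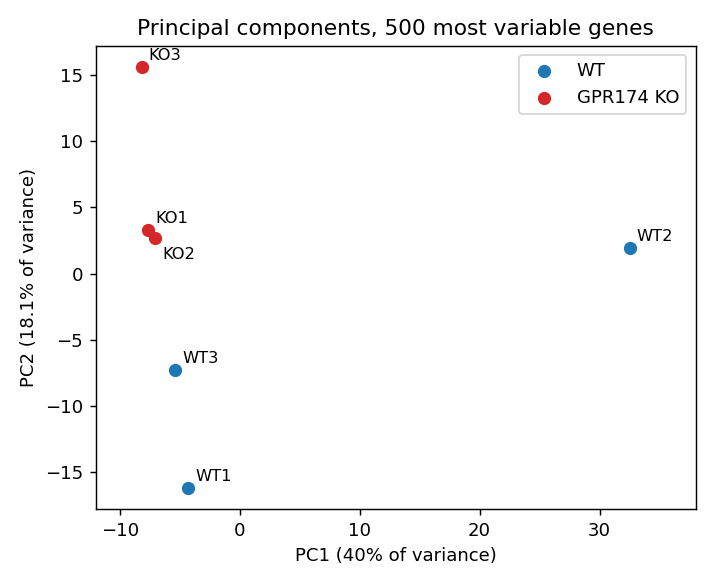
Scores of the 6 libraries on the first (x axis, 40% of variance) and second (y axis, 18.1%) principal components of the 500 most variable genes, WT in blue and GPR174 KO in red. WT replicate 2 lies apart at 32.5 on the first component, and WT lies below KO on the second.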

Values the study reported

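For the GPR174 WT and KO B cells the study gave a sort purity greater than 99%. Over 1,000 genes changed in WT cells between fresh isolation and 4 h of culture.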

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

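The number of genes called stayed within 1.5 times 191 under DESeq2 (252), limma-voom (172), other scalings, both filters and omission of the most abundant genes, ranging from 172 to 252. Of the called genes, 187 were shared with DESeq2 and 165 with limma-voom. Thresholds changed it by construction: an adjusted p under 0.01 left 95 genes, of which 80% were higher in WT, and an absolute log2 fold change above 1 left 29, of which 89.7% were higher. Ordinary dispersions and GC content offsets, both chosen after seeing the data, gave 170 and 175 genes. Across the 6 fits that each left out one library, the count ranged from 91 (without KO replicate 3) to 183 and the share higher in WT from 64.7% to 81.6%. These fits hold fewer libraries.

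Gpr174 had a log2 fold change between 0.30 and 0.39 in all fits run. Its adjusted p was 0.00874 under DESeq2, 0.106 with GC content offsets, and 0.041 to 0.168 across the fits that left out one library. It was 0.0359 in the main comparison, above a threshold of 0.01. The cause of the loss with GC offsets was not tested.

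The count of the 9 genes of the 1 h list ranged from 6 to 8 across fits without one library, and that of the 16 genes named for 4 h from 9 (without KO replicate 1) to 14. The count of the 5 genes named as lower at 4 h rose from 1 to 2 under DESeq2, upper-quartile factors, no filter and a mean of at least 50 counts, each time by Fcer2a, and lay between 1 and 2 across fits without one library.

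Among gene sets, the 4 h GPR174 set of lower genes had an adjusted p of 0.05 with an estimated correlation. MHC class II genes had 0.0492 under fry. NF-κB feedback genes had 0.0377 among genes with a mean of at least 50 counts. The 0 h set of genes lower in WT changed direction with a mean of at least 50 counts (0.419). Across fits that left out one library, adjusted p values ranged from 0.00662 to 0.721 for NF-κB feedback genes, from 0.108 to 0.577 for cholesterol genes and from 0.201 to 0.625 for the 0 h set of lower genes, the last 2 with changes of direction and no call. The causes were not tested. The other 4 h sets and the CREB list kept their calls in all alternatives run. The first principal component held 30.9% to 47.2% of variance across fits without one library, and its other alternatives moved this share by less than 1 SD of those fits. With no filter on low counts the genotypes did not separate on the first component (exact permutation p 0.6). Without KO replicates 1, 2 and 3 the p was 0.6, 0.5 and 0.7, and it was 0.1 otherwise. The fits without a KO replicate cannot show whether the genotypes separated, because WT replicate 2 can outweigh the real split when placed in the smaller group.

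Over all tested genes, deviations of samples that share a number were nearly uncorrelated. The correlation of deviations from the group means was 0.05, 0.014 and 0.043 for replicates 1, 2 and 3. The numbers were not taken to pair mice in the main comparison. That correlation covers all genes at once, so it cannot exclude a shared deviation in part of them. With the replicate number as a block, 281 genes were called, 186 higher and 95 lower, against 191 without it. They included 2 of the 5 genes named as lower at 4 h. Among the single genes followed, Fcer2a (edgeR adjusted p 0.018) and Egr1 (0.0277) gained a call and Chd5 lost it. Whether the numbers pair mice stays open.

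Among the genes named in the text other than Gpr174, 47 were called. Of these, 29 kept their call in all 6 fits without one library, and 0 changed sign in any alternative. Over all alternatives other than the thresholds, 78 results for single genes were weaker, 8 stronger and 4 reversed. At an adjusted p threshold of 0.01, 6 of the 9 genes of the 1 h list and 10 of the 16 named for 4 h were called. Cish, Ier5l, Hspa1b and Chd5 had no adjusted p under DESeq2. Genes removed by a stricter filter or among the most abundant were not tested in those alternatives. Apart from the thresholds and the fits without one library, called genes lost their call as follows, by adjusted p. Under limma-voom these were Cish (0.066), Hspa1b (0.0593), Tnf (0.0516) and Pde3b (0.0613), and under upper-quartile factors Pde3b (0.0508). With no filter it was Chd5 (0.0694), and with ordinary dispersions Hspa1b (0.0555) and Pde3b (0.0609). With GC content offsets these were Pde3b (0.0798), Klf2 (0.053), Ltb (0.12) and Cd74 (0.167). With the replicate number as a block, the adjusted p of Chd5 was 0.0609. The reversed values were in genes that were not called: Hmgcs1 0.09 and Hspa1a 0.04 without WT replicate 1, and Sqle 0.05 and Hmgcs1 0.02 without KO replicate 1. Across the fits without one library, log2 fold changes ranged from -0.17 to 0.09 for Hmgcs1, from -1.0 to 0.04 for Hspa1a and from -0.16 to 0.05 for Sqle.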

Other observations

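The tests below on myeloid cells, remaining Gpr174 reads, P2ry10, haemoglobin and the overlap of lists were chosen after the result was seen.

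The 6 libraries can be split into groups of 3 in 10 ways. The real split gave 191 genes, and the others gave 0 to 2. Thus 1 of the 10 splits, the real one, gave as many genes, as many of the genes of the 1 h and 4 h lists, and camera p values as small for the 4 h sets and the CREB list. With 10 splits the share cannot fall under 0.1. The set tests passed an unadjusted p of 0.05 in other splits too: in 9 of the 9 for the 4 h GPR174 set of higher genes (0.000209 to 0.0147), in 7 for the Gαs set of higher genes (lowest 7.93e-06), in 5 for the CREB list (lowest 0.000101), in 2 for the GPR174 set of lower genes and in 4 for the Gαs set of lower genes. Each of these splits sets 2 libraries of one genotype and 1 of the other against the rest, so part of the genotype difference remains in them. No split is free of it, so how often camera passes 0.05 for these sets without a difference stays open.

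WT replicate 2 listed 829 genes at 0, against 420 to 514 in the other libraries. When the others were thinned at random to its total, 20 times each, none listed more than 535 genes at 0, which argues against depth as the whole reason. A smaller number of distinct molecules behind its reads is a candidate explanation. Among genes with 10 to 20 expected counts its variance was 8.91 times the Poisson value, against at most 6.44 in another library, and with 5 to 10 expected counts it was 8.42 times, against at most 7.23. At 20 to 50, 50 to 100 and 100 to 200 expected counts the ratio was 11.3, 10.5 and 11.8, against at most 6.93, 6.98 and 8.07 in another library. With 1 such library this stays open. No biological explanation was tested. Leaving this library out gave 183 genes.

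Gpr174 reads in KO cells raise the question of WT cells among the KO samples. If these accounted for 78.3% of KO cells, other genes could not lie much lower in KO. Yet 40 of 136 other genes called higher in WT lay below that share by more than 2 SE of both, and Nr4a2 was at 26.5%, which argues against it. Reads in untranslated sequence that the KO allele keeps are a candidate explanation. Counts without read positions leave it open.

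P2ry10, near Gpr174 on chromosome X, was higher in WT. Of 42 other tested genes within 10000000 bases, 3 had an unadjusted p under 0.05, or 7.14% against 11.9% of other genes (Fisher's exact p 0.474), and 0 were called. Their median log2 fold change was 0.08 (bootstrap 95% interval 0.02 to 0.13), slightly above the median of -0.003 of all tested genes. P2ry10 is also in the list of genes higher in WT than in Gαs-deficient cells at 4 h, where the Gpr174 gene was not targeted, which argues against the allele as the whole reason. A part of the 1 h difference that comes from an altered segment stays open.

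Il1b, chosen after its value was seen, was higher in WT, and KO cells held 35.1% of the WT level (edgeR adjusted p 0.00672). More myeloid cells in the WT sorts may raise it. The edgeR log2 fold changes shrink low counts less than the log2 CPM used in the set tests. By them, the 17 myeloid markers had a median of 0.32 (bootstrap 95% interval 0.06 to 0.55). This lies below 0.90, the log2 fold change of Il1b less 2 SE. That argues against a general gain of myeloid cells as the whole reason for the Il1b difference. Neutrophils alone stay open, since S100a8 and S100a9 had standard errors of 0.94 and 0.74. The slight rise of the markers as a set stays open too: the 5 most abundant (Cst3, Tyrobp, C1qc, Csf1r and Mpeg1) had a median of 0.17 and went from -0.07 to 0.51. An antisense gene, Il1bos, overlaps Il1b. The Il1b call was lost without KO replicate 3 (edgeR adjusted p 0.0529).

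AP-1 members moved in opposite directions. With GC content offsets the highest adjusted p among Fos, Fosl2, Junb, Jun and Jund was 0.0125, which argues against a trend with GC content as the whole reason. With those offsets 72% of calls were higher in WT, so a trend with GC content is not the whole reason for the uneven split. Different control of these AP-1 genes by GPR174 remains a hypothesis found and tested on the same data.

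Of the 136 genes called higher in WT at 1 h, 5 were in the 4 h GPR174 list of genes lower in WT. Against all tested genes, 4.54 are expected (Fisher's exact p 0.807). However, 74 of the 136 are in the 4 h list of higher genes and so could not be in this list. The expected number is therefore too high, and the test cannot tell whether the overlap exceeds chance.

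The haemoglobin transcript Beta-s made up 0.263% to 0.462% of counts in WT and 0.3% to 0.748% in KO (exact permutation p 0.3), so red blood cell RNA that follows genotype cannot be told apart from variation between sorts with 3 libraries each.

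Chd5, chosen after its values were seen, had 18, 18 and 24 counts in KO and 3, 1 and 0 in WT. Against a floor of 3 counts it was at least 6.19-fold higher in KO. Its edgeR adjusted p was 0.0373, and the call was lost in all 6 fits without one library. No biological explanation was tested.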
